A study of Homo sapiens with 14 samples. Its data were reported in "Senataxin prevents replicative stress induced by the Myc oncogene" (2025).

How the data were processed

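RNA was measured by RNA-seq in 14 libraries of U2OS cells, a human osteosarcoma cell line that here carried MycER, a fusion of the MYC protein with the hormone-binding part of the oestrogen receptor that becomes active when 4-hydroxytamoxifen (OHT) is added. Per the labels, cells received a non-targeting siRNA (siLuc) or siRNA against CDK12, with or without 300 nM OHT, and were collected at 48 h. The labels leave open whether the 48 h count from transfection, from the addition of OHT or from both, so that the time of MycER activity is uncertain. RNA was column-purified and libraries were made with a kit whose poly-A selection step was left out, so that total RNA was sequenced. No value of the article named in the header was used, its supplementary data were not analysed here, and its methods for nascent RNA served only as a guide to the tests.

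The authors deposited 1 table with 23459 rows, 1 per gene, holding raw counts per gene for each library. The aligner, the counting tool, the genome build, the annotation and the use of strand were not stated. The authors' table also held CPM values per library in 14 columns, which were not used. It further held the authors' own comparisons against siLuc, with a mean, a log2 fold change with its standard error, a score (the Wald statistic) and p-values per gene, under the column names of a DESeq2 result. These deposited log2 fold changes and p-values were read only to set them beside the tests made here. Rows without a gene symbol, 117 of them with 0.0661% of all counts, were named by their Entrez identifier and kept. Gene spans, transcript lengths and positions were taken from GENCODE version 44 on GRCh38, to which 22963 of 23459 rows (97.9%) matched by identifier. These positions describe the genes and were not combined with coordinates of the authors.

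The count columns of the siLuc and siLuc_OHT libraries carry the replicate numbers of the labels. The count columns of the siCDK12 and siCDK12_OHT libraries give the group but no replicate number of the labels, so that the numbers 1 to 4 used here only name columns in their order. Total counts ranged from 8044330 to 10978976 per library. All replicate pairs of a group differed by more than sampling noise, with a chi-square per gene between 1.55 and 8.19, where sampling noise alone gives about 1, and each library was counted once.

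Short abundant genes stopped near 2 counts per base of transcript in the deposited counts. The RNA component RPPH1, with a transcript of 333 bases, had between 552 and 563 counts in all 14 libraries, and GAPDH between 2328 and 2454. Reads at the same position look to have been removed before counting, which compresses fold changes of such genes. Counts corrected for this ceiling were therefore tested as an alternative.

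Counts were tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood method with robust dispersion, TMM scaling and its default filter on low counts (filterByExpr), which kept 17285 genes with 99.9% of the counts. The 4 groups were fitted together, with group as the only term. The 5 contrasts and an interaction tested were siLuc_OHT against siLuc, siCDK12 against siLuc, siCDK12_OHT against siLuc_OHT, siCDK12_OHT against siCDK12, siCDK12_OHT against siLuc, and the difference of the OHT effect between CDK12-silenced and siLuc cells. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were taken from the fold change and the F statistic. Expression values are CPM scaled by TMM ("normalised CPM"), as mean ± SD.

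The 5 gene lists (MYC targets, p53 targets, DNA repair, interferon response and histones) were fixed before the data were examined, as were the tests and the rule for naming genes. Lists were tested with camera in limma 3.58.1 (preset correlation 0.01, two-sided), adjusted over 25 tests of 5 lists in the first 4 contrasts and the interaction. The symbol MRE11A of the DNA repair list was not matched. The genes named are CDK12, CDK13, CCNK, MYC and ESR1 from the genes fixed by the design, not all of which are reported, then for each of 3 contrasts and the interaction the 3 genes with the largest rise and the 3 with the largest fall among called genes with a mean count of at least 32 and, for the contrasts, no overlap between the groups, and then the member of each list with the smallest p in either CDK12 contrast. For the trend with gene length, each library's log2 CPM minus the control mean was regressed on log10 of the gene span, and the slopes were compared by an exact two-sided permutation test with the p taken as 2 times the smaller tail. With 3 against 4 libraries its smallest p is 0.0571. A p from absolute differences had been computed before this planned form, and is given as an alternative.

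Whether the replicate numbers pair the siLuc and siLuc_OHT libraries was checked from the deviations of each library from its group mean over 13145 genes. Libraries with the same number deviated together, with correlations of 0.593, 0.479 and 0.334. The pairing comes from these values and from the shared numbers in the labels. It was used as a block in an alternative fit of siLuc_OHT against siLuc. The siCDK12 and siCDK12_OHT columns share numbers of their own, and libraries with the same number deviated together there too, with correlations of 0.169, 0.341, 0.377 and 0.46. Libraries of 1 pair (1 and 2, or 3 and 4) with different numbers correlated at 0.597, 0.543, 0.56 and 0.327, no lower on the whole, so that the first part of the number, which marks the pair, accounts for this, and the full number has no support as a block beyond the pair. After the data had been seen, fits with the pair as a term, or with the full numbers as a block, were added for siCDK12_OHT against siCDK12 and for the interaction.

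The scripts were tested on simulated counts over 17026 genes with 200 genes changed. Of these 95.5% were called in the contrast of siCDK12_OHT with siLuc_OHT and 88% in the interaction, and 0 genes were called in either contrast without simulated change. Alternatives were other scalings (RLE, library totals), other filters, DESeq2 1.42.0, limma-voom, fits of only the groups compared, stricter calling, fry and camera with an estimated correlation for lists, and leaving out each library in turn. No spike-in was used here, so that a change of all transcripts together cannot be seen in these values. Figures were drawn with matplotlib 3.10.9.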

Results

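The data were gene counts of 14 total RNA libraries of U2OS cells carrying MycER. There were 3 siLuc libraries, 4 siCDK12 libraries, 3 siLuc_OHT libraries and 4 siCDK12_OHT libraries. Total counts were between 9742318 and 10786815 in siLuc, between 9312595 and 10978976 in siCDK12, between 9647501 and 10243692 in siLuc_OHT and between 8044330 and 10060530 in siCDK12_OHT. The 10 most abundant genes took under 1% of the counts in each library, from 0.797% to 0.992%. The comparisons ask how cells respond to activation of MycER, how they respond to loss of CDK12, a kinase that phosphorylates elongating RNA polymerase II, and whether either response depends on the other.

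The silenced gene was examined first. CDK12 (Entrez 51755), which spans bases 39461486 to 39567559 of chromosome 17 in GRCh38, had 217 ± 9.67 normalised CPM (SD, n = 3) in siLuc libraries and 76.2 ± 8.20 (SD, n = 4) in siCDK12 libraries. It had 255 ± 15.8 (SD, n = 3) in siLuc_OHT and 97.1 ± 12 (SD, n = 4) in siCDK12_OHT libraries. The log2 fold change upon silencing was -1.51 without OHT (SE 0.0882, edgeR adjusted p 4.59e-10) and -1.39 with OHT (SE 0.0872, edgeR adjusted p 8.11e-10). The interaction for CDK12 was not called (edgeR adjusted p 0.606). Across alternatives the widest departure came from the siCDK12 libraries 3 and 4 alone, with -1.57 with OHT and -1.66 without.

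**Figure D1:**
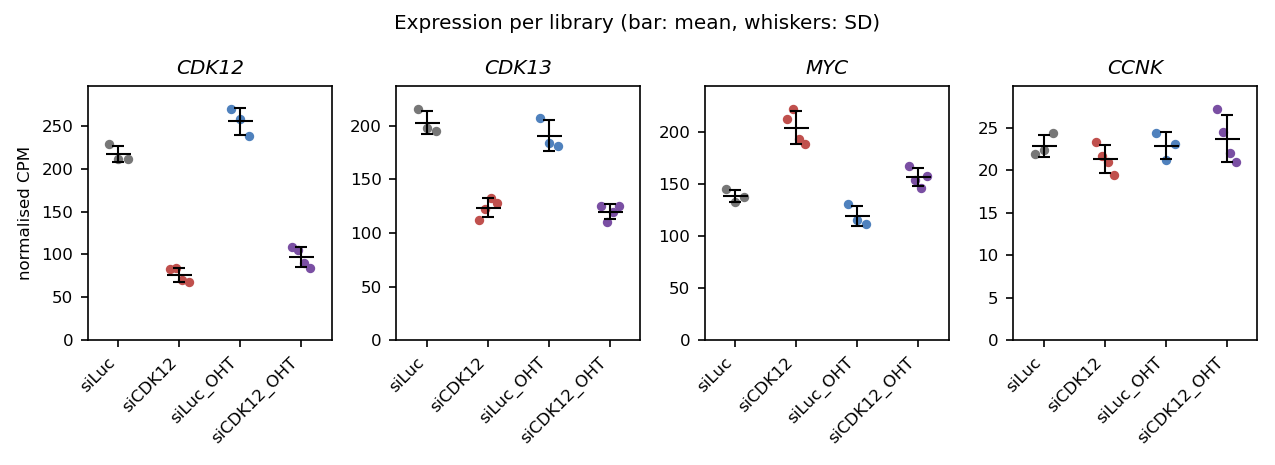
Normalised CPM (y axis, linear from 0) of CDK12, CDK13, MYC and CCNK in each library (points) by group (x axis), with the group mean (bar) and SD (whiskers). CDK12 means fell from 217 to 76.2 normalised CPM without OHT and from 255 to 97.1 with OHT, while CCNK means stayed between 21.3 and 23.7.

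Other genes fixed by the design were measured in the same libraries. CDK13 (chromosome 7, 39950121 to 40099580 in GRCh38), a paralogue of CDK12, fell from 203 ± 10.9 (SD, n = 3) to 124 ± 8.95 normalised CPM (SD, n = 4) without OHT, a log2 fold change of -0.71 (edgeR adjusted p 5.22e-08), and by -0.67 with OHT (edgeR adjusted p 1.19e-07). CCNK, which encodes the cyclin partner of both kinases, was not called in any of the 5 contrasts or the interaction. MYC rose upon CDK12 silencing from 139 ± 6.03 (SD, n = 3) to 205 ± 16 normalised CPM (SD, n = 4) without OHT, a log2 fold change of 0.56 (edgeR adjusted p 1.57e-06), and by 0.39 with OHT (edgeR adjusted p 0.000102). With OHT in siLuc cells the MYC log2 fold change was -0.21 (edgeR adjusted p 0.0263), a call that was lost without siLuc replicate 1, at an adjusted p of 0.105, and also without siLuc replicate 3 or siLuc_OHT replicates 2 or 3. Its adjusted p ranged from 0.0078 to 0.173 over the alternatives. ESR1 rose by 0.49 without OHT and by 0.71 with OHT upon silencing (edgeR adjusted p 0.00522 and 0.00028), at 3.84 to 6.31 normalised CPM, and the call without OHT was lost with siCDK12 libraries 3 and 4 alone. Both MYC and ESR1 are uncertain, because reads of the MycER transgene can be counted in either gene.

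Activation of MycER in siLuc cells changed 6829 of 17285 genes tested (39.5%), of which 3339 were higher and 3490 were lower (edgeR, adjusted p under 0.05). Requiring also a 2-fold change left 1123 genes. With the replicate number as a block, 6888 genes were called, of which 6672 were shared with the unblocked fit. The authors' deposited table called 6270 genes for this comparison, and 5844 of these were also called here, all with the same sign. ADCYAP1R1, CAMKV and G0S2 had the largest rises. ADCYAP1R1 rose from 6.22 ± 1.72 to 125 ± 3.30 normalised CPM (SD, n = 3 each), a log2 fold change of 4.32 (SE 0.118, edgeR adjusted p 2.19e-14), and the log2 fold changes of CAMKV and G0S2 were 4.23 and 4.12. CYS1, MYOCD and LEFTY1 had the largest falls, with log2 fold changes of -3.39, -3.28 and -3.20.

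Silencing of CDK12 without OHT changed 9423 genes (54.5%), 4713 higher and 4710 lower. A 2-fold change was seen in 1926 of these, 687 higher and 1239 lower. The authors' deposited table called 8543 genes for this comparison, and 8327 of these were also called here with the same sign. The test took the 4 silenced libraries as independent, although they fell into 2 pairs, so the number called may be too high. The same holds for the other contrasts of silenced with siLuc or siLuc_OHT libraries. CSF3, MMP20 and ZBED2 had the largest rises. CSF3 had at most 2 counts in each siLuc library and 5.83 ± 1.2 normalised CPM (SD, n = 4) in siCDK12 libraries, which was at least 19.1-fold higher than the floor of 3 counts. MMP20 had 0.257 ± 0.139 (SD, n = 3) and 9.11 ± 2.97 normalised CPM (SD, n = 4), a log2 fold change of 5.08 (edgeR adjusted p 1.84e-07). ZBED2 varied widely between siCDK12 libraries, at 15.1 ± 9.24 normalised CPM (SD, n = 4). SALL4, DISP2 and LINC00639 had the largest falls, with log2 fold changes of -3.55, -3.35 and -2.90. SALL4 fell from 19.3 ± 3.59 (SD, n = 3) to 1.65 ± 0.420 normalised CPM (SD, n = 4).

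Silencing of CDK12 with OHT changed 9477 genes (54.8%), 4790 higher and 4687 lower, and 2107 by at least 2-fold. CSF3, MMP20 and LOC93622 had the largest rises, with log2 fold changes of 6.86, 4.38 and 4.12. MMP20 had at most 10 counts in each siLuc_OHT library, and its value was 5.32 without siLuc_OHT replicate 1. CSF3 reached 44.2 ± 8.99 normalised CPM (SD, n = 4) in siCDK12_OHT libraries. DISP2, IGFBP5 and SYP had the largest falls, with log2 fold changes of -3.49, -3.23 and -3.23. IGFBP5 fell from 88.2 ± 12.4 (SD, n = 3) to 9.42 ± 1.39 normalised CPM (SD, n = 4).

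OHT in CDK12-silenced cells changed 8276 genes (47.9%), 3920 higher and 4356 lower. Among 2-fold calls 815 were higher and 506 lower, and library totals gave 4354 higher of 8338 calls. Both perturbations together changed 11589 genes (67.0%) against siLuc, 5781 higher and 5808 lower. The authors' deposited table called 10846 genes for this last comparison. In each of the 5 contrasts the share of higher genes among the calls crossed 50% under another scaling, and it lay between 45.3% and 52.2% over TMM, RLE and library totals.

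**Figure D2:**
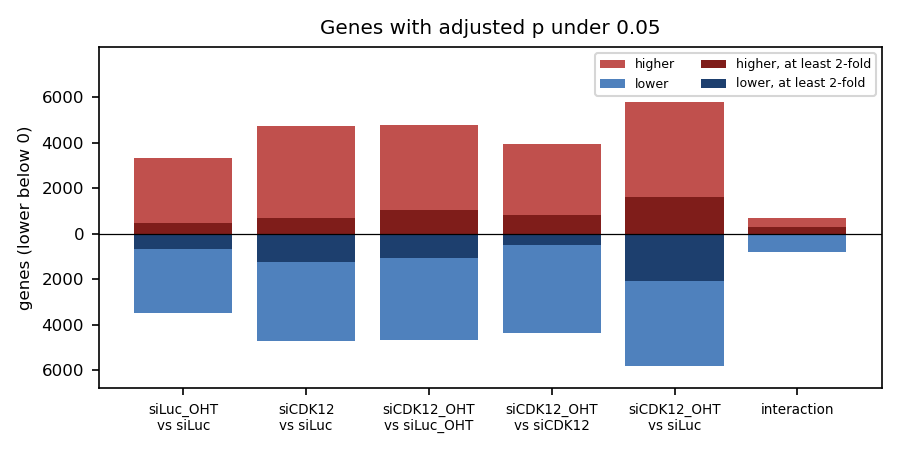
Number of genes with an edgeR adjusted p under 0.05 (y axis, genes lower plotted below 0) for the 5 contrasts and the interaction (x axis), with dark bars for changes of at least 2-fold. The count rose from 6829 for OHT alone to 11589 for both perturbations, and the interaction had 1462.

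The CDK12 effect was compared between the cells without and with OHT, using contrasts that share no library. Libraries of the same number or pair nevertheless deviated together without and with OHT, which can raise the agreement of these contrasts. Across 17285 genes, which are not independent replicates, Pearson's r of the log2 fold changes was 0.771. Of the 9423 genes called without OHT 74.7% were also called with OHT, and 7041 genes were called in both, where 5166 would be met by chance. Among genes called in either, 89.8% had the same sign. The OHT effect was compared in the same way, with an r of 0.673 between siLuc and CDK12-silenced cells and 85.9% of genes with the same sign. Over the genes called in siLuc cells, the slope of the OHT effect in CDK12-silenced cells on that in siLuc cells was 0.765. Counts simulated with no interaction gave slopes between 0.864 and 0.889 in 20 draws, with correlations between 0.864 and 0.876 for the OHT effect and between 0.905 and 0.911 for the CDK12 effect. Restricting to genes with a mean count of at least 100 raised the correlations to 0.872 for the CDK12 effect and 0.817 for the OHT effect.

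**Figure D3:**
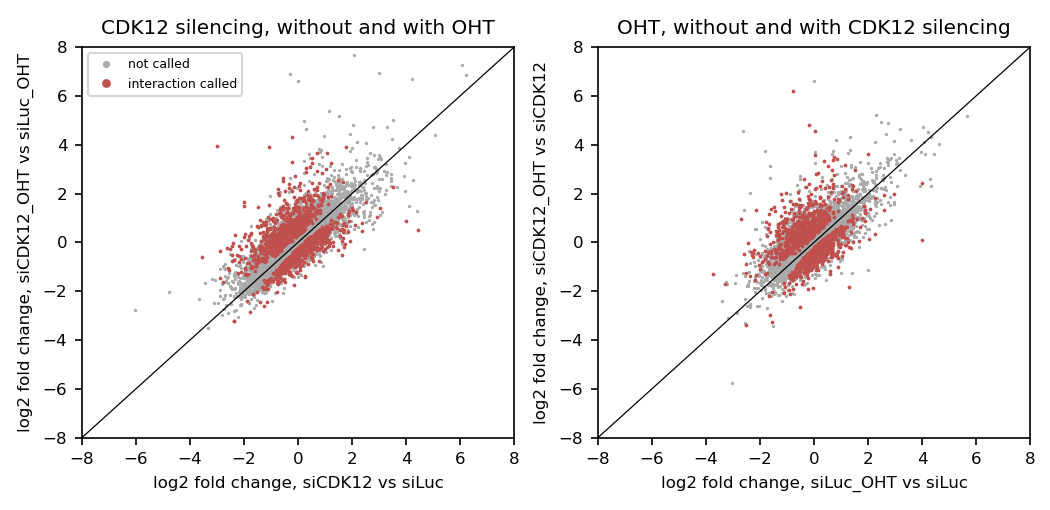
Log2 fold changes of 17285 genes (points) for CDK12 silencing without OHT (x axis) and with OHT (y axis) in one panel, and for OHT in siLuc cells (x axis) and CDK12-silenced cells (y axis) in the other, with the line of equal change. Genes with a called interaction are in red, and Pearson's r was 0.771 and 0.673.

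The interaction was called for 1462 genes (8.46%), 674 higher and 788 lower, while simulated counts with no interaction gave 0 to 2 calls. With the pair of siCDK12 libraries as a term 2901 genes were called, among them 1460 of these, and with a replicate block by the column numbers 2996. Scaling by library totals changed that split to 740 higher of 1307. Leaving out siLuc replicate 1 left 871 calls and leaving out siLuc_OHT replicate 2 left 823. Among 2-fold calls 274 were higher and 63 lower. SALL4, the gene with Entrez identifier 100288255 and SULF1 had the largest positive interactions, with log2 values of 2.96, 2.95 and 2.94. SULF1 fell upon CDK12 silencing without OHT, from 6.23 ± 0.873 (SD, n = 3) to 2.15 ± 1.21 normalised CPM (SD, n = 4), and rose with OHT, from 2.24 ± 0.439 (SD, n = 3) to 6.12 ± 1.45 (SD, n = 4). NLRP10, LINC02026 and ITGB2-AS1 had the largest negative interactions, with log2 values of -3.11, -2.13 and -1.90. ITGB2-AS1 is antisense to another gene, and its counts are uncertain because the use of strand in counting was not stated.

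The gene lists were compared next. MYC targets rose with OHT in siLuc cells, with a median log2 fold change of 0.52, 55 of 55 genes higher and 50 called (52 adjusted over the list alone), at a camera adjusted p of 1.28e-23. They rose with OHT in CDK12-silenced cells by a median of 0.28 (camera adjusted p 2.27e-11). Upon CDK12 silencing they rose by a median of 0.25 without OHT (camera adjusted p 4.96e-05) and were not called with OHT (median 0.10, camera adjusted p 0.437). Their median interaction was -0.20, negative in 55 of 55 genes (camera adjusted p 6.08e-10), with 13 genes called lower over all genes tested and 20 adjusted over the list alone. UTP20 had the smallest p of the list without OHT, with a log2 fold change of 0.62, and SLC29A2 with OHT, with -1.40. The interferon list fell with OHT by medians of -0.53 in siLuc cells and -0.56 in CDK12-silenced cells (camera adjusted p 8.18e-06 and 0.000164), and was not called for CDK12 silencing. Its members with the smallest p were IFI44L without OHT (-1.75) and USP18 with OHT (1.05).

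The p53 list rose by a median of 0.11 with OHT in siLuc cells (camera adjusted p 0.0215), a call that was lost without siLuc replicate 1 (median 0.07, adjusted p 0.0537), and fell by a median of -0.19 upon CDK12 silencing with OHT (camera adjusted p 0.0208). Neither was called with the filter at a mean count of 32, and over the alternatives the adjusted p ranged from 0.000866 to 0.259 for OHT and from 5.83e-06 to 0.259 for silencing. TP53I3 had the smallest p of the list in both CDK12 contrasts, with log2 fold changes of -1.18 and -1.49. The DNA repair list was not called for CDK12 silencing, with medians of 0.12 without OHT and -0.05 with OHT, and its members moved both ways. FANCF fell by 1.15 without OHT and TIMELESS by 1.12 with OHT on the log2 scale. The interaction was negative for the p53 list (median -0.16, camera adjusted p 0.00129) and the DNA repair list (median -0.18, camera adjusted p 4.73e-05). The histone list was not called in the 4 contrasts tested or for the interaction. Without siCDK12_OHT replicate 4 its interaction was called (median -0.13, camera adjusted p 0.00263), as it was with siCDK12 libraries 1 and 2 alone. Its genes share reads with near-identical copies and are uncertain, H2AC15 with log2 fold changes of -1.39 and -1.51 included. With a correlation estimated from the data in place of the preset one, of these calls only the interferon list with OHT in siLuc cells held (adjusted p 0.0463), while all 10 calls held under fry.

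**Figure D4:**
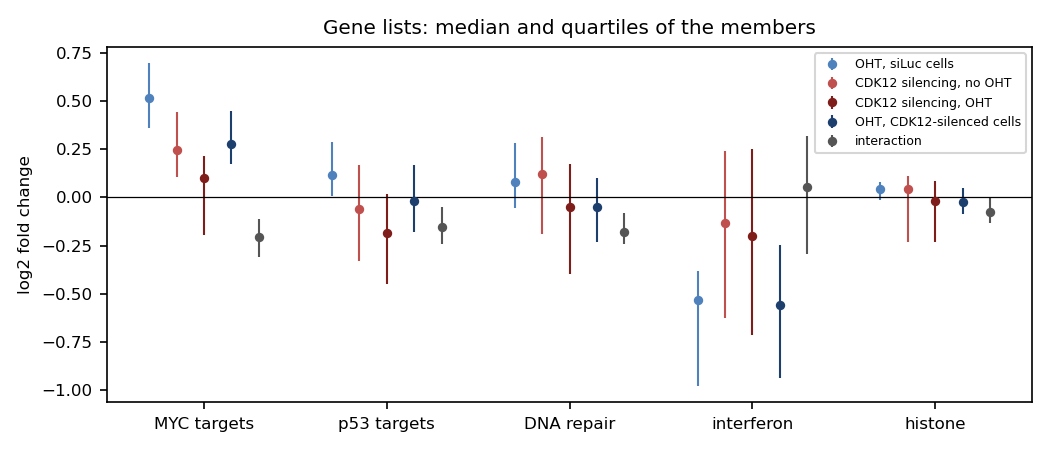
Median log2 fold change (points, y axis) with the quartiles of the members (bars) for the 5 gene lists (x axis) in 4 contrasts and the interaction. MYC targets had medians of 0.52 and 0.28 with OHT, and the interferon list medians of -0.53 and -0.56.

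A trend with gene length was examined over 17003 genes (98.4% of those tested). The slope of expression on log10 gene span was 0.033 ± 0.00911 (SD, n = 4) in siCDK12 libraries relative to siLuc, which was above all 3 siLuc libraries. The exact two-sided permutation p was 0.0571. This is the smallest that the planned form, 2 times the smaller tail, allows with 3 against 4 libraries, so that this form cannot reach 0.05. The exact permutation p from absolute differences, computed on the same libraries, was 0.0286, so that the call depends on the form. With OHT the difference was 0.0191 (exact two-sided permutation p 0.514). It was 0.0404 without siCDK12_OHT replicate 4, 0.0105 without siLuc_OHT replicate 2 and 0.0118 without siCDK12_OHT replicate 1. With transcript length in place of gene span both differences changed sign, to -0.0382 and -0.0216, and over genes with a mean count of at least 100 they were 0.126 and 0.114 on gene span.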

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

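The tests in this part on counts corrected for saturation and on matched lists were chosen only after the result was seen. The interaction of CDK12 silencing and OHT was called for 1462 genes, which is a test of the difference itself. As many genes were called in 3 of 100 allotments of the 14 libraries to groups of the same sizes, the real one included. Such allotments mix the effects of OHT and CDK12 silencing and so can call genes for those effects, and counts simulated with no interaction gave 0 to 2 calls in 20 draws.

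Among the genes named in the report, the interaction was called with a positive sign for SALL4 (2.96), the gene with Entrez identifier 100288255 (2.95), SULF1 (2.94), MYOCD (1.57) and LINC00639 (1.43). It was called with a negative sign for NLRP10 (-3.11), LINC02026 (-2.13), ITGB2-AS1 (-1.90), IGFBP5 (-0.88), SYP (-0.86), TIMELESS (-0.58) and UTP20 (-0.42). The 6 with the most extreme values were picked for their size, so these values are biased away from 0. The others were picked for a large change or a small p in a contrast that enters the interaction. This choice can push their values in the directions reported as well. MYOCD had as few as 2 counts in a siCDK12_OHT library, which makes its interaction depend on the depth. No biological explanation was tested for the single genes.

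The median interaction was -0.20 for MYC targets, -0.16 for p53 targets and -0.18 for DNA repair genes. For MYC targets, a camera p as small came from 23 of 100 allotments and for p53 targets from 4 of 100, the real one included, and for DNA repair from 1 of 100, the real one. Saturation of read positions, which compresses the rise of abundant genes, may make the OHT effect look smaller where expression is already high. On corrected counts the MYC target median was -0.22 (camera adjusted p 1.52e-10), so the correction made it more negative, not less. The correction took the same ceiling of 2 counts per base for all genes. RPPH1 stopped below this, at 552 to 563 counts over 333 bases, so the correction may be too weak. A remaining part of saturation is therefore not excluded. A smaller rise of OHT-raised genes in general was also tested. Lists matched on the OHT effect and on abundance had a median of -0.12, and 0.22% of 10000 such lists reached a median as low. Choosing genes on their OHT effect makes the median of such lists negative in part without any attenuation, so the share due to attenuation is unknown. The matched lists were drawn gene by gene, while members of a list can vary together, so the share of 0.22% may be too small. With an estimated correlation the interaction of the MYC target list was not called (camera adjusted p 0.259). The test therefore cannot decide whether a general attenuation is the whole cause. The mean log2 CPM of the MYC target list was 6.34 to 6.39 in siLuc and 6.55 to 6.59 in siCDK12 libraries. With OHT it was 6.89 to 6.95 in siLuc_OHT and 6.83 to 7.03 in siCDK12_OHT libraries. The negative interaction thus came with a higher level without OHT, while the levels with OHT overlapped. A lower level with OHT, which an incomplete activation of MycER alone would give, was not seen. A dependence of the MYC response on CDK12 remains open as a hypothesis. An incomplete activation on top of the higher level without OHT was not tested and stays open.

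Single libraries stood apart from the other 3 of their group in 2 of 82 sets of 4 libraries, where chance gives about 4.1. For CYS1, siCDK12_OHT library 4 was the lowest, with a gap of 0.902 of the group's range. For the slope on gene length, siCDK12 library 4 was the lowest, with a gap of 0.860 of the range. These are no more than chance gives, and no explanation was tested.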

How the results depend on the processing

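Alternatives were fixed before the data were examined, except the correction for read-position saturation, the fits with either pair of siCDK12 libraries, the block by the column numbers, the term for the pairs and the p from absolute differences, which were chosen after seeing the data. The fall of CDK12 kept its direction and stayed past the threshold under all alternatives run, from -1.56 to -1.46 without OHT and from -1.45 to -1.33 with OHT across the fits that each left out 1 library. The counts of called genes in the 5 contrasts stayed within 1.5 times under RLE, library totals, both other filters, DESeq2, limma-voom, the fits of only the groups compared, an adjusted p under 0.01, the saturation correction and each left-out library. Requiring a 2-fold change as well left 1123 genes for OHT in siLuc cells, 1926 and 2107 for CDK12 silencing without and with OHT, 1321 for OHT in CDK12-silenced cells, 3716 for both perturbations and 337 for the interaction, a stricter rule by construction.

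The interaction count was the least stable of these counts. It was 543 at an adjusted p under 0.01, and from 823 to 1461 genes across the 14 fits that each left out 1 library, with 823 without siLuc_OHT replicate 2 and 871 without siLuc replicate 1. Of the 1462 calls, 815 and 848 were shared with those 2 fits. Fits with siCDK12 libraries 1 and 2 alone gave 2190 calls and with libraries 3 and 4 alone 1812. Scaling by library totals gave 740 higher of 1307 calls, 56.6% against 46.1% with TMM, a near-even split that a shift of all interactions alike turns by construction, while RLE gave 43.4%.

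With the replicate block, 6888 genes were called for OHT in siLuc cells, the correlation of the OHT effects was 0.673, and the block changed no call of a named gene or list in that contrast. The columns of the siCDK12 and siCDK12_OHT libraries carry numbers of their own. With the pair of siCDK12 libraries as a term, 2901 genes were called for the interaction, 43.4% higher, and 9327 for OHT in CDK12-silenced cells. With a replicate block by the full column numbers and the replicate numbers these were 2996 genes, 44.7% higher, and 9441. Of the 1462 interaction calls of the unblocked fit 1460 were among the 2901 and all among the 2996. Neither fit changed a call of a list in these contrasts or of the 11 genes tested for the interaction, and the interactions of the other named genes were not run in these fits. The unblocked count is thus low partly because the difference between the pairs was left in the error. No paired analysis was possible for siCDK12 against siLuc, siCDK12_OHT against siLuc_OHT and siCDK12_OHT against siLuc because the columns of the silenced libraries carry no replicate number of the labels. In these contrasts the pairs lie within the silenced groups, and the silenced libraries were taken as independent. Their 9423, 9477 and 11589 calls may therefore be too many, by an extent that was not tested. Alternatives planned for tables without counts, with another pseudocount or without a filter, did not apply, and the fit of only the groups compared does not exist for the interaction.

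Restricting to genes with a mean count of at least 100 raised the correlation of the CDK12 effects to 0.872 and of the OHT effects to 0.817. The cause was not tested, though genes with fewer counts carry more noise. The difference in slope on gene span became -0.0382 without OHT and -0.0216 with OHT on transcript length, and the cause was not tested. For the value of 0.033 without OHT, taking the p from absolute differences gave an exact permutation p of 0.0286 in place of 0.0571. The planned form is the one reported, so the call depends on that choice.

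Gene lists depended most on the set test. With an estimated correlation, MYC targets were no longer called with OHT in siLuc cells (median 0.52), with OHT in CDK12-silenced cells (0.28), upon silencing without OHT (0.25) or for the interaction (-0.20). Nor were p53 targets with OHT in siLuc cells (0.11), upon silencing with OHT (-0.19) or for the interaction (-0.16), DNA repair for the interaction (-0.18) or interferon with OHT in CDK12-silenced cells (-0.56), at adjusted p between 0.0679 and 0.574. Fry, which asks whether a list changed at all, also called DNA repair with OHT in siLuc cells (0.081), in CDK12-silenced cells (-0.049) and upon silencing with OHT (-0.050), and p53 targets (-0.062) and interferon (-0.13) upon silencing without OHT and interferon with OHT (-0.20). The filter at a mean count of 32 left p53 targets no longer called with OHT in siLuc cells (0.10, adjusted p 0.0562) and upon silencing with OHT (-0.16, 0.0638).

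Medians near 0 changed sign. With OHT in CDK12-silenced cells, p53 targets moved to 0.0095 under library totals and 0.0074 under the filter at 32, and histones to 0.0057 under library totals. DNA repair moved to 0.018 there with siCDK12 libraries 1 and 2 alone. Histones moved with those libraries to -0.16 upon silencing with OHT, -0.17 with OHT in silenced cells and -0.24 for the interaction, all past the threshold, and with libraries 3 and 4 alone to -0.031 and 0.0016 upon silencing without and with OHT, 0.12 with OHT in silenced cells and 0.058 for the interaction. On corrected counts the histone interaction was -0.12 (adjusted p 0.0344). The interferon interaction was -0.0057 with libraries 1 and 2.

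Across the 14 fits without 1 library, p53 targets with OHT in siLuc cells ranged from 0.072 to 0.14 and lost the call without siLuc replicate 1 (adjusted p 0.0537), and DNA repair from 0.065 to 0.12, called without siLuc replicate 2 (adjusted p 0.0493). DNA repair upon silencing with OHT ranged from -0.076 to 0.0036, histones from -0.085 to 0.030 there, from -0.074 to 0.032 with OHT in silenced cells and from -0.13 to -0.020 for the interaction, which was called without siCDK12_OHT replicate 4 (adjusted p 0.00263). The interferon interaction ranged from -0.079 to 0.16.

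Of 1091 values of named genes, 1069 kept direction and side of the threshold, 5 were weaker, 9 stronger and 8 reversed. The reversals were CCNK with OHT in siLuc cells, -0.0031 under library totals and from -0.046 to 0.053 across the left-out libraries, CCNK upon silencing with OHT, from -0.020 to 0.10 and -0.11 with siCDK12 libraries 3 and 4, and the interaction of CDK13, -0.0095 with those libraries. None of these values was called. The weaker values were 4 of MYC with OHT in siLuc cells, each without 1 library, and ESR1 upon silencing without OHT with siCDK12 libraries 3 and 4 (0.35, adjusted p 0.103). The rise of CDK12 with OHT in siLuc cells (0.23, edgeR adjusted p 0.0523) was called under 9 alternatives, RLE, DESeq2 and the saturation correction among them. Its adjusted p ranged from 0.0349 to 0.163. The authors' deposited comparison called it, with 0.25 and an adjusted p of 0.00112. With OHT in CDK12-silenced cells CDK12 rose by 0.35 in the main fit (edgeR adjusted p 0.00227). Of 540 values of lists, 498 kept direction and side of the threshold.

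At 8044330 to 10978976 counts per library, the rise of CSF3 upon silencing without OHT was given only as a lower bound.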

Other observations

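The tests in this part were chosen only after the result was seen, except those on other splits of the libraries. The number of genes called was set against other splits of the same libraries. For OHT in siLuc cells, 1 of 10 splits gave as many calls, the real one, and 10 splits cannot give a share under 0.1. For siCDK12 against siLuc, siCDK12_OHT against siLuc_OHT, siCDK12_OHT against siCDK12 and siCDK12_OHT against siLuc, 1 of 35 splits gave as many, the real one. For the lists, a camera p as small came from 1 of 10 splits for MYC targets with OHT in siLuc cells, from 2 of 10 for interferon and from 3 of 10 for p53 targets. Upon CDK12 silencing it came from 3 of 35 splits for MYC targets without OHT and from 7 of 35 for p53 targets with OHT, and with OHT in CDK12-silenced cells from 4 of 35 for MYC targets and 4 of 35 for interferon. Other splits mix the real groups and can keep part of a real effect, so a small camera p there need not be chance. These shares alone therefore cannot tell whether camera p-values with a preset correlation are too small. The calls lost with an estimated correlation leave these p-values less firm than their size conveys.

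The siCDK12 libraries fell into 2 pairs, libraries 1 and 2 against 3 and 4, which follow the first number in the names of the deposited columns. With group as a term, 3250 genes were called between the pairs and 0 under either other division into pairs. The difference between the pairs correlated across genes between siCDK12 and siCDK12_OHT libraries with an r of 0.638. Library depth would predict a negative value, because the deeper pair was 3 and 4 without OHT and 1 and 2 with OHT. The pairs may stem from different siRNA reagents or from handling batches, which cannot be told apart because the meaning of the number was not stated. CDK12 fell by 1.40 in the first pair and by 1.66 in the second on the log2 scale without OHT.

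CDK13 fell together with CDK12. Reads shared between the paralogues could lower both, but 0 of 25033 distinct 50-base stretches of CDK13 transcripts occurred in CDK12 transcripts (0%), whereas CDK13 lost 39.0%. The fall was present in both pairs, with log2 fold changes of -0.81 and -0.65. Of the 1000 genes nearest in abundance, 1.2% fell as much both without and with OHT. These values argue against shared reads, against 1 pair of libraries and against a fall common to such genes. A response of CDK13 to the loss of CDK12, or an effect of the siRNAs on CDK13 itself, remain open as hypotheses.

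Among the interaction calls of at least 2-fold, 274 of 337 were higher, and these were genes of low abundance (median 3.91 normalised CPM against 30.04 over all genes tested). Genomic DNA in the siCDK12_OHT libraries could raise silent genes. The CPM of 371 olfactory receptor genes in these libraries were 1.18 times those of the other groups together, under the 1.5 set for this test, but 1.41 times those of siLuc_OHT. The 4 highest values came from libraries 1 and 2 of both silenced groups, at 82.8 and 70.4 with OHT and 66.2 and 72.7 without. The ratio of the OHT effects was 1.34. Scaled to the length of each gene, the receptor counts would give 1.56% of the interaction in CPM of the median gene by transcript length and 5.29% by gene span. These values argue against genomic DNA as the main source, while a small contribution stays open. Reads that run on from an expressed upstream gene were tested through the neighbours of the genes. An expressed gene on the same strand ended within 20 kb upstream of 16.7% of them, against 22.2% of genes matched on abundance. A first test of the scaling, under library totals, was void, because these move the interactions up. Under RLE, which moves them down, 80.8% of the 2-fold calls were higher. In refits with all interactions moved down in steps of 0.05 on the log2 scale, the share fell to 50% at a shift of 0.25, while the median interaction differed by at most 0.0427 between the scalings tried. This argues against the choice among these scalings as the source, but a change of all transcripts together in siCDK12_OHT libraries stays open without a spike-in. With siCDK12 libraries 3 and 4 alone the share was 72.1%, below the 75% set for this test, and with libraries 1 and 2 alone it was 84.9%. The share lay above 50% with either pair, but a larger part from libraries 1 and 2 is possible and stays open.

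Short abundant genes stopped near 2 counts per base of transcript. A first test asked whether their spread between libraries was under that of Poisson counts after scaling to depth. It was not, with a median index of dispersion of 4.85, but that test was void, because scaling to depth assumes what the explanation denies. A second test, chosen after this, asked whether counts follow depth within groups. The median slope of log count on log depth was 1.19 for genes under 0.25 counts per base, 0.864 between 0.25 and 0.5, 0.563 between 0.5 and 1, 0.3 between 1 and 1.5 (201 genes) and 0.413 above 1.5 (44 genes), where counts that follow depth give about 1. This is consistent with removal of reads at the same position before counting, as a hypothesis. Fold changes of abundant short genes in the deposited counts are then too small.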
